A study of Homo sapiens with 6 samples. Its data were reported in "Iron-sensitive RNA regulation by poly C-binding proteins" (2025).

How the data were processed

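RNA from K562 cells, a line of erythroid leukemia cells grown in suspension, was measured in 6 libraries: 3 from cells kept overnight with 10 µM 21H7, an iron chelator that crosses the cell membrane (the Chelator group), and 3 from cells given the same volume of the solvent DMSO (the DMSO group). Polyadenylated RNA was selected and sequenced as paired-end Illumina reads. The group and replicate number of each library came from the sample labels.

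The authors quantified the reads with salmon, which assigns each read pair to the annotated transcripts it could have come from without aligning it to the genome. The deposited files, 1 per library, give an estimated count for each of 252045 transcripts. It need not be whole because a read shared by several transcripts is divided among them. Between 34.7% and 39.5% of all transcripts in a library, those at 0 included, had a count that was not whole. Only 99976 to 113497 transcripts in a library had a count above 0, so most counts above 0 were not whole. The deposited TPM values are the authors' estimated counts divided by salmon's effective transcript length and scaled to the same sum in every library. Some effective lengths, those of 12550 transcripts in at least 1 library, exceeded the transcript length, which salmon gives only with a correction for sequence or GC bias. Which correction was used was not stated, nor was the transcript annotation. No replicates were pooled, and no row was removed before the steps described here.

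Transcripts were matched by identifier to GENCODE release 44 on genome build GRCh38. Of the 252045 transcripts, 251142 had the same version and the same length, 470 had another version of the same identifier, and 433 had no match. The unmatched transcripts held between 0.139% and 0.150% of each library's counts and were left out of gene sums. All coordinates are 1-based on GRCh38.

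For gene expression, estimated counts were summed over the transcripts of each of 62252 genes and rounded to whole numbers. A gene entered the test if its total over the 6 libraries was above 10. DESeq2's Wald test compared Chelator with DMSO with median-ratio size factors and with the average transcript length of each gene in each library as an offset, so that a shift towards shorter or longer transcripts was not read as a change in expression. Independent filtering and Cook's cutoff were left at their defaults, and an adjusted p that DESeq2 did not give stayed missing. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change above 1. The test and thresholds follow the authors' stated methods. The total above 10 and the length offset were settled after reading a supplementary table of the study for its methods. Normalized counts are counts divided by the size factor and the length offset, and are given as mean ± SD over 3 libraries per group. A group at 0 in every library was set to a floor of 3 counts, and its fold change is given as a lower bound, which covers counting error only.

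The genes named were fixed by a rule before the data were examined. They were a panel of 16 genes of iron handling and of the poly C-binding proteins (PCBPs), 4 genes whose exons the study examined by RT-PCR in chelator-treated cells, and the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean normalized count of at least 500 and no overlap between the groups' values. For transcript usage the rule took the 5 called genes with the largest change of a transcript's share among genes with a mean normalized count of at least 500, and for skipped exons the 3 most increased and 3 most decreased called events with at least 10 TPM on average. Not every gene this rule took for transcript usage is described in the report. The study reported TF, TFRC and SLC40A1, which it took from earlier work on low iron, in these same samples, so they are not independent evidence here.

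Gene lists were tested by preranked enrichment with fgsea, with genes ranked by log2 fold change multiplied by 1 minus the p-value and with Benjamini-Hochberg adjustment over the 9 lists. The lists (hypoxia-inducible genes, TNF and NF-kappaB response genes, heme synthesis and erythroid genes, nuclear respiratory chain subunits, MYC targets in ribosome assembly, DNA replication and E2F targets, G2 and mitosis genes, cholesterol synthesis genes and integrated stress response genes) were written from general knowledge before the data were examined. They were written after the study's own enrichment results had been read, so they are not independent evidence, and the published hallmark sets were not used here.

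Transcript usage was tested with edgeR's diffSpliceDGE on rounded transcript counts, over transcripts with at least 10 counts in at least 3 libraries in genes with at least 2 such transcripts. A gene was called at an adjusted Simes p under 0.05 if a transcript's mean share of the gene's TPM changed by more than 5 percentage points. Skipped exons were taken from the annotation: the inclusion transcripts hold the exon between its flanking exons, and the exclusion transcripts join the flanking exons directly. Percent spliced in is the inclusion TPM as a share of inclusion and exclusion TPM. An event entered the test with a mean of at least 10 counts on its inclusion or its exclusion transcripts and at least 1 TPM in all on average. limma tested log2 of the inclusion to exclusion ratio after adding 0.1 TPM to each, and an event was called at an adjusted p under 0.05 with a change above 5 percentage points. Read alignments over splice junctions were not analysed here, so every splicing value rests on salmon's division of reads among annotated transcripts. The share of each library's TPM and counts on protein-coding, retained-intron and nonsense-mediated decay transcripts was compared by an exact two-sided permutation test of 3 against 3 libraries, whose smallest possible p is 0.1.

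Library totals ran from 78.6 to 101 M estimated counts (M, 1e+06 counts). To see whether any library had been deposited more than once, pairs of libraries were compared by a chi-square statistic per gene, which exceeded sampling noise in every pair.

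Each step was tested on simulated data, with 200 changed features in the expression, usage and exon steps. Counts for the expression, list and usage steps were drawn from the real libraries' means and sizes. For skipped exons, log ratios were drawn from a normal distribution with each event's own mean and spread. Reads and their division were not simulated there. Changed genes and transcripts were drawn only above a minimum mean count, and changed events only at an absolute mean log2 ratio under 2. The recovered shares do not cover features outside these limits. The expression step called 99% of the changed genes (log2 fold change of 2) and 15 unchanged ones among 24954 genes in all. The list step found the 1 shifted list and called 0 of the others. The transcript usage step called 57% of the changed genes and 108 unchanged ones among 11470 genes with the spread of the real transcripts, and 72% and 22 unchanged ones among 11751 genes with a single dispersion of 0.05, so its calls are not held to 5% false ones. The skipped exon step called 42% of events changed by a log2 ratio of 2 and 4 unchanged events among 27716.

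The alternatives tried were edgeR's quasi-likelihood test, TMM size factors, no length offset, other count filters, a test against the fold threshold itself, a replicate block, other set tests (the Wald statistic as rank, camera, fry), another transcript usage test (limma), other pseudocounts, filters and minimum changes, and leaving out each library. Added after seeing the data were fits with each library's trend with GC content and transcript length removed, a centring of the libraries on the mean log2 change, both together, and exon values from transcripts of at least 500 bases. The closing section gives their effect. R 4.3.3 was used with DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.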

Results

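To examine how low iron availability changes mRNA levels and splicing, polyadenylated RNA was sequenced from K562 cells treated overnight with 10 µM 21H7 (Chelator) or with the solvent DMSO, with 3 libraries in each group. The DMSO libraries held 90.4, 84.2 and 78.6 M estimated counts (M, 1e+06 counts) and the Chelator libraries 96.4, 101 and 85.4 M. Between 18973 and 19807 genes had at least 10 counts in a DMSO library, against 20253 to 21067 in a Chelator library. Mitochondrial genes took 7.07%, 4.42% and 6.66% of the counts in the DMSO libraries and 6.27%, 5.37% and 5.52% in the Chelator libraries. The mean fragment length, read from the difference between the length and the effective length of transcripts without counts, was 257, 264 and 252 bases in DMSO and 218, 207 and 200 bases in Chelator. The groups did not overlap in this measure, so fragment length and treatment cannot be told apart in these libraries. The median of the same difference over transcripts longer than 5 kb did overlap, at 257, 274 and 252 bases in DMSO and 256, 286 and 276 in Chelator. Effective lengths there can also carry the bias correction, so this second reading does not settle the fragment length.

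Libraries of 1 group differed by a chi-square of 6.54 to 63.5 per gene, and libraries of different groups by 219 to 327. The first principal component of the log2 normalized counts held 49.4% of the variance and separated the groups, and the second held 15.5%.

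Gene expression was then compared between the groups. Of 26074 genes tested, 24542 received an adjusted p, and DESeq2's Wald test called 2646 (10.8%) at an adjusted p under 0.05 and an absolute log2 fold change above 1. Of the called genes, 2007 were higher and 639 lower in Chelator, so that 75.9% of the calls were higher. The calls comprised 1440 higher and 342 lower protein-coding genes, 433 higher and 207 lower long noncoding RNAs, and 53 higher and 22 lower processed pseudogenes. The split depended on how the libraries were centred. The median log2 fold change of the genes with an adjusted p was 0.016 with median-ratio size factors and -0.15 when the libraries were centred on the mean log2 change, and the split then became 1623 higher and 1055 lower, or 60.6% higher. As a ratio, the count of calls moved most when genes were tested against an absolute log2 fold change of 1, which left 674 calls (615 higher and 59 lower). In number it moved most without the fold threshold, where 9260 genes had a DESeq2 adjusted p under 0.05, of which 4774 were higher and 4486 lower. The median log2 fold change was 0.13 in the 6639 genes with a mean normalized count of 10 to 100 and -0.13 in the 2015 genes of the highest counts.

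**Figure D1:**
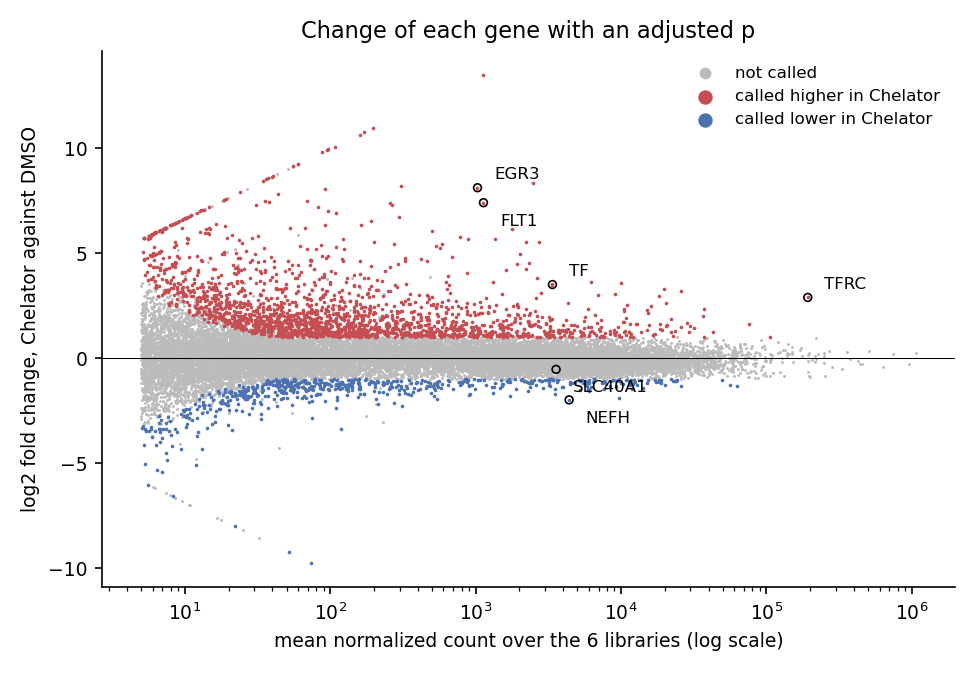
Each point is a gene with an adjusted p and a mean normalized count of at least 5, placed by that mean over the 6 libraries (log scale) and its log2 fold change, Chelator against DMSO. Red points are genes called higher and blue points genes called lower in Chelator, grey points were not called, and the diagonal lines of points at low means are genes at 0 in 1 group, whose fitted changes are not bounds. TFRC and TF lie among the red points, and SLC40A1 among the grey ones.

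Among called genes with a mean normalized count of at least 500 and no overlap between the groups (439 higher and 169 lower), the 5 largest rises included 3 genes whose reads cannot be assigned with certainty. RPS28P7 (ENSG00000227097.5, chromosome 11, 82689559 to 82689768), a processed pseudogene of RPS28, had 0 counts in every DMSO library and 1455, 2779 and 3260 counts in the Chelator libraries. Its normalized count was at least 639-fold higher than the floor of 3 counts, but 100% of its 31-base sequences also occur in transcripts of other expressed genes. RPL22P1 (ENSG00000213178.3, chromosome 3, 169483671 to 169484080), with a log2 fold change of 6.15 (SE 1.59, DESeq2 adjusted p = 4.90e-04), shares 77.1% of its 31-base sequences in the same way. RPL36A-HNRNPH2 (ENSG00000257529.5, chromosome X, 101391011 to 101412297; log2 fold change 8.34, SE 0.92) overlaps RPL36A and HNRNPH2, which had log2 fold changes of 0.78 and -0.42 and were looked at after its value was seen. EGR3 (ENSG00000179388.9, chromosome 8, 22687659 to 22693480) rose from 8.10 ± 3.06 to 2051 ± 244 normalized counts (SD, n = 3), a log2 fold change of 8.11 (SE 0.33, DESeq2 adjusted p = 3.71e-127). FLT1 (ENSG00000102755.13, chromosome 13, 28300346 to 28495145) rose from 13.7 ± 8.18 to 2249 ± 554, a log2 fold change of 7.40 (SE 0.56, DESeq2 adjusted p = 5.76e-38).

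The 5 largest falls were smaller. NEFH (ENSG00000100285.10, chromosome 22, 29480218 to 29491390), which encodes a neurofilament protein, fell from 7020 ± 321 to 1765 ± 125 normalized counts (SD, n = 3), a log2 fold change of -1.99 (SE 0.084, DESeq2 adjusted p = 4.75e-122). LINC00641 had a log2 fold change of -1.97 (SE 0.15), ENSG00000283907 of -1.89 (SE 0.14), AMER1 of -1.82 (SE 0.10) and ENSG00000212663 of -1.80 (SE 0.17). The change of ENSG00000283907, on chromosome 19 from 35557928 to 35581960, was -1.19 without the length offset. These 10 genes kept their direction and their call in each of the 6 fits that left out 1 library.

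The panel of 16 iron and PCBP genes was read from the same test. Of these genes, 11 had an adjusted p under 0.05 over all genes tested and 13 when adjusted over the list alone, and 5 were called, all of them higher in Chelator. TFRC (ENSG00000072274.14, chromosome 3, 196012511 to 196082153), which encodes the transferrin receptor, rose from 45815 ± 7432 to 338930 ± 14776 normalized counts (SD, n = 3), a log2 fold change of 2.89 (SE 0.10, DESeq2 adjusted p = 3.19e-172), and by 2.11 without the length offset. TF (ENSG00000091513.16, chromosome 3, 133746040 to 133796641), which encodes transferrin, had a log2 fold change of 3.50 (SE 0.14, DESeq2 adjusted p = 8.56e-139). Much of the change in TF came from the length offset: its counts were 1063, 1098 and 1039 in the DMSO libraries and 3107, 3316 and 2959 in the Chelator libraries, its average effective transcript length was 12164 bases in DMSO and 2690 bases in Chelator, and without the offset its log2 fold change was 1.32. VEGFA rose by 2.64 (SE 0.10, DESeq2 adjusted p = 8.74e-143) and PCBP4 by 1.21 (SE 0.21, DESeq2 adjusted p = 4.71e-08). PCBP4 lay near the threshold, and its log2 fold change was 0.96 both without the length offset and with the GC content and length trends removed, so its call was lost in both fits. CA9 had 0 counts in every DMSO library and 226, 208 and 177 counts in the Chelator libraries, and its normalized count was at least 53.3-fold higher than the floor.

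The other panel genes changed by less than the fold threshold or were not distinguishable. SLC40A1 (ENSG00000138449.11, chromosome 2, 189560590 to 189583758), which encodes the iron exporter ferroportin, fell from 4233 ± 309 to 2913 ± 81.4 normalized counts (SD, n = 3), a log2 fold change of -0.54 (SE 0.084, DESeq2 adjusted p = 1.39e-09). IREB2 had a log2 fold change of -0.41 (SE 0.079), PCBP1 of -0.35 (SE 0.069) and PCBP2 of -0.25 (SE 0.076), each with a DESeq2 adjusted p of 0.0045 or less. FTH1, which encodes ferritin heavy chain, had a log2 fold change of 0.22 (SE 0.082, DESeq2 adjusted p = 0.022). It no longer passed without DMSO replicate 2 (0.16, adjusted p = 0.101), without DMSO replicate 3 (0.21, adjusted p = 0.097) and without Chelator replicate 1 (0.17, adjusted p = 0.094). Nor did it when trends with GC content and length were removed (0.0082) or under centring on the mean (0.057). Without the length offset the log2 fold change of FTH1 was larger, at 0.61 (DESeq2 adjusted p = 2.25e-13). FTL, the ferritin light chain, had a log2 fold change of 0.18 (SE 0.078, DESeq2 adjusted p = 0.056), which fell below an adjusted p of 0.05 with TMM size factors (0.0071) and in 4 further fits. ZFP36 had a log2 fold change of 0.34 (SE 0.11, DESeq2 adjusted p = 0.0046). This was only 0.18 (adjusted p = 0.111) with the GC content and length trends removed and 0.18 (adjusted p = 0.22) under centring on the mean. ACO1 (-0.11), SLC11A2 (0.11), SRSF7 (-0.023) and PCBP3 did not pass a DESeq2 adjusted p of 0.05, but 3 of them did in other fits. ACO1 passed without Chelator replicate 1 (-0.18, adjusted p = 0.044) and under centring on the mean (-0.27, adjusted p = 0.011). PCBP3 passed without DMSO replicate 3 (-2.87, adjusted p = 0.015) and under centring (-2.35, adjusted p = 0.042), and SLC11A2 with the GC content and length trends removed (0.24, adjusted p = 0.038). The mean normalized count of PCBP3 was 17.9, and its log2 fold change of -2.20 had an SE of 1.01. That change was -0.39 without DMSO replicate 1 (adjusted p = 0.836) and -0.19 without the length offset (adjusted p = 0.892), so it depended on both. The counts of PCBP3 were 11, 9 and 7 in the DMSO libraries and 13, 11 and 4 in the Chelator libraries.

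**Figure D2:**
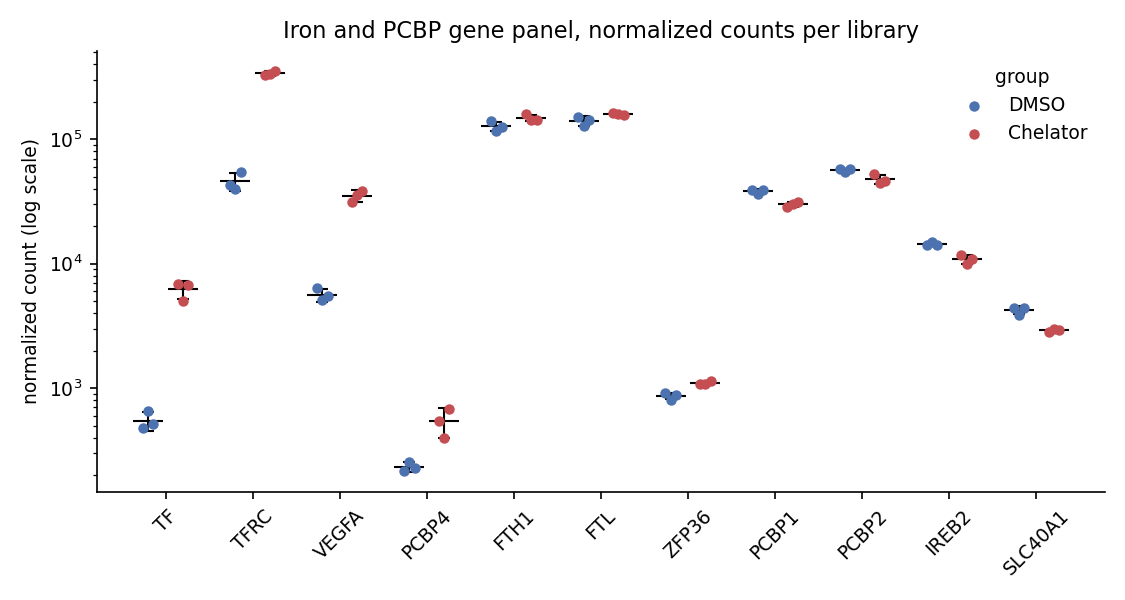
Normalized counts (log scale) of 11 panel genes in each of the 3 DMSO (blue) and 3 Chelator (red) libraries, with horizontal bars at the group means and error bars of 1 SD. TF, TFRC, VEGFA and PCBP4 lie higher in every Chelator library than in every DMSO library, and SLC40A1 lies lower, with a log2 fold change of -0.54 against 2.89 for TFRC.

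To rank these changes against the rest of the transcriptome, the called genes beyond TFRC and SLC40A1 were counted. A larger log2 fold change than that of TFRC was seen in 566 called genes, a number that was 954 without the length offset. All 639 genes called lower lay below SLC40A1, since its change was smaller than the fold threshold, and 2038 genes lay below it if those with an adjusted p under 0.05 and any fold change were counted.

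Next, 9 gene lists were tested for a common shift by preranked enrichment, of which 5 had an adjusted p under 0.05. The hypoxia-inducible genes were shifted upward (normalized enrichment score 1.79, adjusted p = 3.77e-05), with 50 of 61 genes higher and a median log2 fold change of 0.59, and 18 of them were called. The TNF and NF-kappaB response genes had a normalized enrichment score of 2.09 (adjusted p = 2.08e-11), with 68 of 77 ranked genes higher and 46 called. Their median log2 fold change was 1.67, or 1.49 with the 2 members at 0 in every library of 1 group set to their bound. The integrated stress response genes (1.76, adjusted p = 3.65e-04, 34 of 38 higher) and the cholesterol synthesis genes (1.68, adjusted p = 0.0017, 24 of 25 higher) were also shifted upward. The MYC targets in ribosome assembly were shifted downward (-2.46, adjusted p = 7.56e-10), with 53 of 56 genes lower and a median log2 fold change of -0.69. The 4 lists of heme synthesis and erythroid genes (adjusted p = 0.971), nuclear respiratory chain subunits (0.433), DNA replication and E2F targets (0.971) and G2 and mitosis genes (1.0) did not pass in this test. These 5 lists kept an adjusted p under 0.05 with fry and with camera at an inter-gene correlation of 0.01, and both tests added the respiratory chain subunits (0.032 and 6.36e-05), as did ranking by the Wald statistic (0.0013). fry also added the heme and erythroid genes (0.011), and centring on the mean added the DNA replication and E2F targets (0.0498). With an estimated correlation, camera left the hypoxia-inducible genes at an adjusted p of 0.0615, while their other alternatives lay between 6.55e-15 and 0.0017, and kept the other 4 lists.

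**Figure D3:**
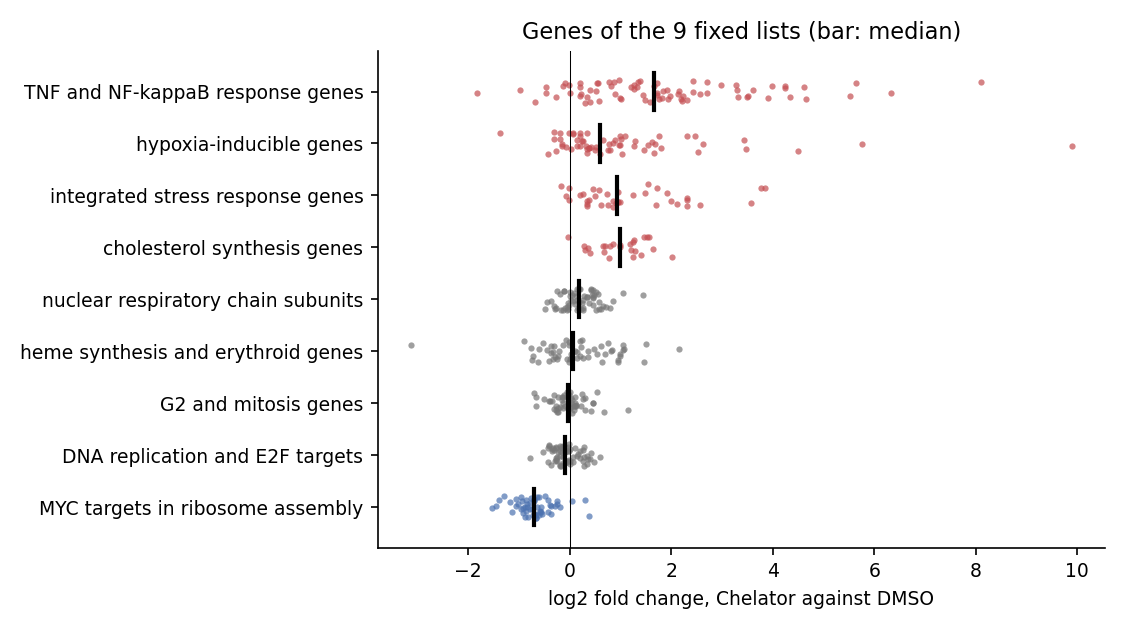
Log2 fold change, Chelator against DMSO, of each gene (points) of the 9 lists, with a bar at each list's median. Red lists had an adjusted p under 0.05 and were shifted upward, the blue list was shifted downward, and grey lists did not pass. The medians run from -0.69 for MYC targets in ribosome assembly to 1.67 for TNF and NF-kappaB response genes, and the point at 9.89 is CA9, which was at 0 in DMSO and whose fitted value is not a bound.

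Because changes in transcript choice are not seen at the gene level, transcript usage was tested in 11938 genes with 74109 transcripts. edgeR's diffSpliceDGE called 1101 genes (9.22%), of which 118 (10.7%) were also called for expression, against 8.94% of all genes tested for usage. The count moved most under limma's test, which called 3184 genes, 858 of them shared. It was 592 without Chelator replicate 2 and 539 without Chelator replicate 3. In the called genes, the transcript that changed most was a rising retained-intron transcript in 88 genes and a falling one in 41, and a rising nonsense-mediated decay transcript in 70 genes and a falling one in 16. Large changes of a transcript's share among genes with a mean normalized count of at least 500 were seen in FLT1, SPA17, ICOSLG and WDR75. FLT1 had 20, 5 and 10 counts in the DMSO libraries, so its DMSO shares rest on few reads. The transcript FLT1-207 rose from 0% to 69.5% ± 0.96 of its gene's TPM (SD, n = 3), a SPA17 transcript without a defined coding sequence from 0% to 67.8% ± 8.83 and WDR75-207 from 0% to 60.5% ± 12.1. The retained-intron transcript ICOSLG-209 fell from 71.1% ± 1.65 to 5.64% ± 0.93. The WDR75 share may owe much to a short transcript. For the WDR75 exon described below, the main inclusion transcript was 270 bases long. Inclusion transcripts held 384 to 685 counts per Chelator library, against 3712 to 4628 on exclusion transcripts. The change in that exon nearly vanished when transcripts under 500 bases were left out. FLT1 and SPA17 lost their call without DMSO replicate 1 (adjusted p = 0.167 and 0.069), without DMSO replicate 3 (0.054 and 0.067) and under limma (0.268 and 0.163).

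Skipped exons were examined in 56479 annotated events, of which 27716 had enough counts to test. limma called 160 events in 143 genes, 74 with more inclusion and 86 with more exclusion in Chelator. This split did not differ from an even one by an exact binomial test over events (two-sided p = 0.385), and events are not independent. At an unadjusted p under 0.05 there were 5467 events, against 1386 that chance would give. The number of calls depended on the pseudocount, with 1562 events called at 1 TPM (739 more included and 823 more excluded) and 99 at 0.01 TPM (41 more included). It was 46 without Chelator replicate 3 and below 100 without each of 4 other libraries, DMSO replicates 1, 2 and 3 and Chelator replicate 2. The 3 largest increases were in WDR75 (chromosome 2, 189448801 to 189448834), from 1.51% ± 0.55 to 61.7% ± 12.0 spliced in (SD, n = 3), CYB5B (chromosome 16, 69447150 to 69447278), from 25.8% ± 10.1 to 78.9% ± 1.25, and SUB1 (chromosome 5, 32571091 to 32571174), from 0.40% ± 0.70 to 50.8% ± 25.4. The 3 largest decreases were in MARS1 (chromosome 12, 57489267 to 57489558), from 90.3% ± 8.92 to 5.51% ± 2.35, GPR137 (chromosome 11, 64288603 to 64288721), from 100% to 47.8% ± 12.2, and NAP1L1 (chromosome 12, 76059777 to 76059878), from 53.5% ± 6.18 to 8.33% ± 1.60. CYB5B and SUB1 each lost their call in 5 of the 6 fits that left out 1 library, with an adjusted p of up to 0.106 and 0.133, and MARS1 in 3 of them, with an adjusted p of up to 0.066. In WDR75, MARS1 and GPR137 the main transcript on 1 side of the event was short, at 270, 216 and 362 bases. With transcripts of at least 500 bases alone, the change in WDR75 was 0.10 percentage points, and MARS1 and GPR137 had no value.

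Of the 4 exons that the study examined by RT-PCR in chelator-treated cells, none was called. By RT-PCR, the study reported less inclusion with chelation for DIS3 and CARM1 and more for NQO2 and TMEM222. The mean changes here had the same direction for DIS3, NQO2 and TMEM222. The largest of the 4 changes was a log2 ratio of 1.15, for NQO2. Since the test called only 42% of events simulated at a log2 ratio change of 2, it could miss changes of this size. The lack of calls is therefore no evidence against the RT-PCR results. The exon of DIS3 (chromosome 13, 72780846 to 72781003) was spliced in at 59.2% ± 2.76 in DMSO and 54.3% ± 4.45 in Chelator (SD, n = 3, limma adjusted p = 0.557), and the groups overlapped. The exon of NQO2 (chromosome 6, 3015530 to 3015643) went from 85.2% ± 0.35 to 92.8% ± 1.08 without overlap between the groups, with a limma adjusted p of 0.078 that became 0.0084 at a pseudocount of 1 TPM and lay between 0.0084 and 0.225 over the alternatives. The exon of TMEM222 (chromosome 1, 27330985 to 27331137) went from 11% ± 1.83 to 18.6% ± 3.87, also without overlap (limma adjusted p = 0.197). The exon of CARM1 (chromosome 19, 10921375 to 10921443) overlapped between the groups, at 44% ± 2.62 and 44.9% ± 5.38 (limma adjusted p = 0.933). Its small difference of 0.91 percentage points changed sign without DMSO replicate 2 (-0.31) and without Chelator replicate 2 (-1.75). Its log2 ratio change was 0.052 (SE 0.25), so a small change in either direction is not excluded. In transcript usage CARM1 was called, whereas DIS3, NQO2 and TMEM222 were not. The transcript CARM1-206 took 1.87% ± 1.12 of the gene's TPM in DMSO and 17.8% ± 12.7 in Chelator (SD, n = 3). In Chelator replicate 1 it took only 3.19%, close to the 3.06% of DMSO replicate 3. The inclusion transcripts of the DIS3 exon held 1437 to 1853 counts per library and those of the TMEM222 exon 192 to 716. Neither DIS3 (log2 fold change -0.12) nor CARM1 (-0.14) had a DESeq2 adjusted p under 0.05 in gene expression, whereas NQO2 (-0.33, DESeq2 adjusted p = 1.23e-04) and TMEM222 (0.32, DESeq2 adjusted p = 0.0016) did. TMEM222 no longer passed with the GC content and length trends removed (0.084) and under centring on the mean (0.16). Conversely, DIS3 and CARM1 passed an adjusted p of 0.05 without the length offset (-0.35 and -0.34) and under centring (-0.28 and -0.30), and CARM1 also with the trends removed (-0.33).

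**Figure D4:**
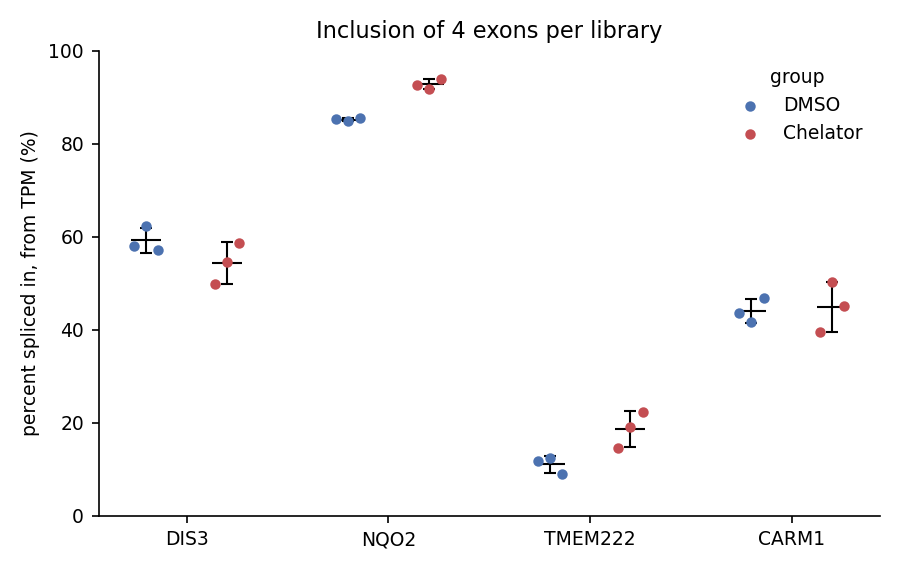
Percent spliced in, from transcript TPM, of the exons of DIS3, NQO2, TMEM222 and CARM1 in each of the 3 DMSO (blue) and 3 Chelator (red) libraries, with bars at the group means and error bars of 1 SD. The groups do not overlap for NQO2 and TMEM222 and overlap for DIS3 and CARM1.

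To compare retained introns and decay targets between the groups, the TPM of each library was summed by annotated transcript class. Retained-intron transcripts took 5.42% ± 0.20 of the TPM in DMSO and 6.41% ± 0.34 in Chelator (SD, n = 3), and nonsense-mediated decay transcripts took 2.31% ± 0.091 and 2.97% ± 0.21. Both classes were higher in every Chelator library than in every DMSO library, with an exact permutation p of 0.1 each, which is the smallest that 3 against 3 libraries allow, so neither could pass 0.05. Protein-coding transcripts took 81.2% ± 1.17 and 79.2% ± 1.40 (exact permutation p = 0.2), and the groups overlapped. As a share of counts rather than TPM, protein-coding transcripts took 88.5% in DMSO and 86.6% in Chelator without overlap (exact permutation p = 0.1). The rise in counts was 0.97 percentage points for retained-intron and 0.53 for nonsense-mediated decay transcripts, against 0.99 and 0.65 points of TPM.

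**Figure D5:**
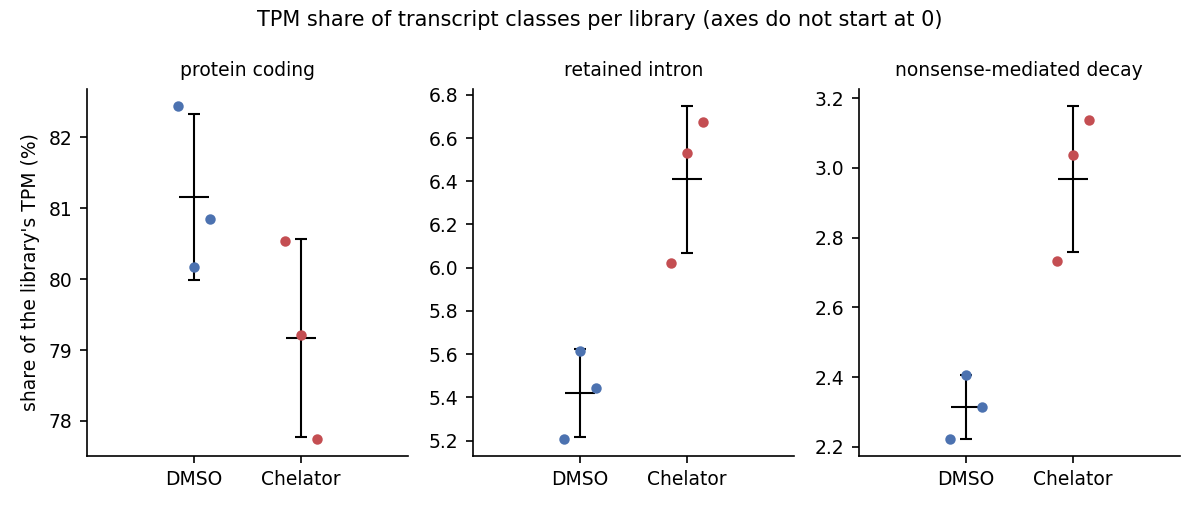
Share of each library's TPM (%) on protein-coding, retained-intron and nonsense-mediated decay transcripts, for 3 DMSO (blue) and 3 Chelator (red) libraries, with bars at the group means and error bars of 1 SD. The vertical axes differ and do not start at 0. The retained-intron and nonsense-mediated decay shares of the Chelator libraries lie above those of all DMSO libraries, and the protein-coding shares overlap.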

Values the study reported

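The study reported 1899 genes significantly higher and 586 significantly lower after iron chelation. It stated that over 500 genes rose more than TFRC and that over 100 genes fell more than SLC40A1. From read alignments, it counted 2714 skipped exons that were more included and 2274 that were more excluded, with P = 4.66e-10 by a chi-squared test.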

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

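None of the tests in this part was chosen only after its result was seen. The transcripts without a match in the annotation were left out of the comparisons above, and they also carried signal. Of 153 unmatched transcripts with enough counts to test, 20 were called between the groups, 12 of them higher in Chelator and 8 lower. They were looked at again because no comparison above made use of them. If the missing match reflects no more than a different annotation release, unmatched transcripts should be called about as often as matched ones. The share called was 13.07%, with an exact 95% binomial interval of 8.17% to 19.5%, against 10.3% of 97578 matched transcripts, so the unmatched transcripts were within counting error of the others. These transcripts may therefore be ordinary transcripts of genes named in another release, and their 0.139% to 0.150% of each library's counts was too small to move the gene results by much. What they encode was not examined, and a response to the chelator remains open as an untested explanation of each call.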

How the results depend on the processing

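The fits with GC content and length trends removed, with the libraries centred on the mean log2 change, with both, and with transcripts of at least 500 bases were chosen after seeing the data. A result was unchanged if a count stayed within 1.5 times, or a value kept its direction and side of its threshold. For the expression of panel and RT-PCR genes the threshold was the adjusted p alone. For the genes of the largest rise and fall it was the full call. The difference in a transcript class share had to keep its direction and move by less than the pooled SD of the groups. Under changes of processing, the main results were unchanged in 109 of 134 comparisons (1 weaker, 1 stronger, 23 moved). When 1 library was left out, they were unchanged in 101 of 120 (17 moved, 2 reversed). Single genes, exons and lists were unchanged in 278 of 321 (19 weaker, 17 stronger, 7 reversed) and 250 of 276 (20 weaker, 3 stronger, 3 reversed). The 2 fits in which the fold change of PCBP4 was 0.96 are thus among the unchanged ones.

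The expression calls numbered 2207 to 2607 across the 6 fits that left out 1 library. Testing against a log2 fold change of 1 left 674 calls (615 higher and 59 lower), since that test asks more of each gene, and dropping the fold threshold gave 9260 (4774 and 4486). Centring on the mean gave 1055 lower calls, with 2259 of its 2678 calls shared, and put the same 1055 genes below SLC40A1. It shifts every gene downward by construction. With the GC content and length trends also removed there were 1102 lower calls and 58.4% of calls were higher. Without the length offset, 954 genes rose more than TFRC. The change in TFRC itself was then 2.11, but other genes moved too, and the cause was not tested. Requiring at least 10 counts in at least 3 libraries left 384 genes that rose more than TFRC. camera with an estimated correlation left the hypoxia list at an adjusted p of 0.0615 (the cause was not tested).

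Transcript usage gave 3184 genes with limma, 1994 with 10 counts required in all 6 libraries, 728 at 10 points, and 539 to 1063 when 1 library was left out. The cause was not tested, except that 10 points is a stricter threshold. Skipped exon calls numbered 1562 at a pseudocount of 1 TPM (739 included, 823 excluded), 99 at 0.01 TPM (41 included) and 243 with transcripts of at least 500 bases (114 included). Leaving out 1 library gave 46 to 148 calls, 17 to 60 included and 28 to 88 excluded, with fewer samples in each fit. At 1 TPM the NQO2 exon, with the same change of 7.57 points, passed the threshold.

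Reversed directions were confined to values that were not called: SLC11A2 (-0.047 without the length offset, -0.056 centred on the mean), SRSF7 (0.022 with edgeR and with TMM, and -0.092 to 0.062 when 1 library was left out), DIS3 expression (0.026 with trends removed), the G2 and mitosis list (adjusted p 0.567 with fry, 0.969 with trends removed, 0.982 to 1.0 when 1 library was left out) and the CARM1 exon (-1.75 to 3.63 points when 1 library was left out). The cause was not tested. MARS1 and GPR137 gave no value with transcripts of at least 500 bases, and transcripts at 0 in DMSO gave no value when a Chelator library was left out.

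The replicate numbers did not pair the libraries: the deviations from the group means of same-numbered libraries correlated across genes at -0.092, 0.078 and 0.091. With the replicate number as a block there were 2345 expression calls (1839 higher and 506 lower), 923 usage calls, 5 shifted lists, 11 panel genes and 0 called exons (0 included and 0 excluded), where 4725 exons had an unadjusted p under 0.05. Low counts limit PCBP3 (17.9 on average), the usage of FLT1 (5 to 20 counts per DMSO library) and the exons of MARS1 and SUB1, whose smaller side held 2 to 7 and 0 to 20 counts per DMSO library.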

Other observations

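Of the tests in this part, the removal of trends with GC content and length, the comparison of retained introns by transcript length and the splits for skipped exons were settled only after their results had been seen.

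Other splits of the 6 libraries into 3 and 3 were fitted in the same way. For expression, 1 of the 10 splits, the real one, gave as many as 2646 calls, and the largest of the others gave 13. For transcript usage 1 of the 10 splits gave as many as 1101 genes, with at most 85 in the others, and for skipped exons 1 of the 10 gave as many as 160, with at most 3 in the others. For the gene lists, 2 of the 10 splits gave 5 lists with an adjusted p under 0.05, so the number of shifted lists alone does not set the real split apart. With 10 splits the share is never under 0.1, and these counts cannot pass a 5% threshold.

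More genes were called higher than lower. The Chelator libraries were larger on average, with overlap between the groups, but after thinning every library to the smallest total 76.3% of 2589 calls were still higher, which argues against depth as the cause. Each library also had its own trend with GC content and transcript length, which differed by 0.364 to 0.738 (log2) between libraries of different groups and by 0.105 to 0.251 within groups. The median log2 fold change was -0.12 in the lowest of 4 equal bins of GC content and 0.16 in the highest, and the genes called higher rose from 227 to 708 between these bins. Removing the trends, with each library's size factor kept, left 72.98% of 2665 calls higher, with 2331 shared, so the trends moved many genes but are not the whole cause of the excess. Centring on the mean gave 60.6% higher, but it moves every gene downward by construction and says nothing about the cause. Relative counts cannot settle the scale of the libraries without an outside standard. A response to the chelator remains open, as does the confounding of fragment length with treatment.

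Processed pseudogenes among the genes called higher may reflect reads of near-identical expressed genes. Of 147 tested processed pseudogenes that share at least 50% of their 31-base sequences with expressed genes, 20.41% were called higher, against 2.36% of 509 that share under 10% (Fisher's exact test, p = 2.63e-12). RPS28P7 and RPL22P1 are among the first kind, and their source genes RPS28 and RPL22, looked at after the values were seen, rose by 0.65 and 0.81 (log2). The test does not tell misassigned reads from real expression of the copies in any single case.

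The higher share of retained-intron transcripts in the Chelator libraries was weighed against the shorter fragments there, which favour short transcripts. Against protein-coding transcripts of the same length, retained-intron TPM was higher in every Chelator library in 3 of 4 length bins, including the longest (3.09% ± 0.044 in DMSO and 4.05% ± 0.35 in Chelator, SD, n = 3), where fragment length should matter least. In the bin next to the shortest it did not differ (13% and 13%). Shorter fragments are therefore not the whole cause, although the largest ratio was in transcripts under 500 bases (3.23% against 6.40%). A few abundant genes do not carry it either: without the 100 genes of most retained-intron TPM the difference was still 0.583 percentage points, and of 7182 genes compared 4414 had a higher and 2519 a lower retained-intron share in Chelator. A difference in splicing or in the decay of such transcripts is a candidate explanation that these data cannot separate from a difference in nuclear or unprocessed RNA between the groups, which was not tested.

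Several of the largest changes in transcript usage had a transcript at 0 in all libraries of 1 group. Between libraries of the same group, an average of 161 transcripts went from at least 20% of their gene to 0, against 286 between libraries of different groups, so pairs within a group held 56.26% as many. This is what an unstable division of reads among overlapping transcripts would give, and it may account for many such switches. It does not account for all of them evenly, as 59 transcripts were at 0 in all DMSO libraries and 4 in all Chelator libraries. The average length of TF, on which its fold change depends, was lower in Chelator. A pair of short TF transcripts of this kind was at 0 in every DMSO library and present in every Chelator library. Their presence would lower the average, but by how much is not given here. Their counts were looked at after the TF value was seen.

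The number of skipped exons called here was 74 more included and 86 more excluded. Both are lower than the values quoted from the study above, and the methods differ, since alignments were not analysed here.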
